A study of Litchi chinensis with 30 samples. Its data were reported in "Genome-Wide Identification and Expression Analysis of MADS-Box Family Genes in Litchi (Litchi chinensis Sonn.) and Their Involvement in Floral Sex Determination" (2021).

How the data were processed

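RNA was measured by sequencing in whole flowers of the litchi cultivar Feizixiao. The labels give 30 libraries in 10 groups, functionally female and functionally male flowers at each of 5 developmental stages, with 3 replicates per group. Stages 1 to 3 were told apart by flower size and stages 4 and 5 by how far the flowers had opened, with stage 5 at full bloom. The study's methods place the collection of all plant material within the same few hours of the morning. Per the labels, RNA was purified on columns and treated with DNase, libraries were made with a NEBNext Ultra kit and sequenced in pairs on an Illumina instrument. According to the study's methods, reads were trimmed with Trimmomatic, reads matching ribosomal RNA were removed, and expression was calculated with Cufflinks. The aligner, the counting tool and the genome build were not given in the sources used here, so no gene positions are stated.

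The deposited table holds raw counts per gene and library. It also holds FPKM values, fragment counts that the authors scaled by transcript length and library depth. For 25 pairs of groups the authors added adjusted p-values and log2 fold changes, made with DESeq2 according to the column names. These pairs are the sexes at each of the 5 stages and the 10 pairs of stages within each sex. The direction of the authors' fold changes was read from the FPKM values. The table has 37234 genes, of which 35214 carry a predicted name and 2020 were added as new by the authors, and 3835 had no count in any library. Every count and FPKM column belonged to 1 of the 30 libraries.

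Total counts ranged from 27433038 to 43760285 per library, with a median of 34876110. Counting error is small at this depth for all but weakly expressed genes, so the error given with each value is the spread between replicates. Where every library of a group had 0 counts, a limit of 3 counts over the group was used, which covers counting error alone since reads are not independent molecules. The length implied by count, library total and FPKM was checked within each gene. Its coefficient of variation over the libraries had a median of 0.463% among the 19244 genes with enough counts, 100 or more, for this check.

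Counts were fitted with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr at its defaults on the 10 groups, which left 27854 genes and removed 9380. Libraries were scaled by TMM factors, which ranged from 0.77 to 1.16. All 30 libraries entered 1 quasi-likelihood model (glmQLFit, glmQLFTest) with a mean for each group, and the common biological coefficient of variation was 0.352. A gene was called at a Benjamini-Hochberg false discovery rate (FDR) under 0.01 and a fold change of at least 2, the thresholds used in the study. A positive log2 fold change means higher in female than in male flowers, or higher at the later stage. The errors of log2 fold changes are approximate standard errors (SE), the size of the fold change divided by the square root of its F statistic. They are rough for genes near 0 counts. The errors of FPKM means are standard deviations (SD) over 3 replicates.

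The contrasts were female against male at each stage, female against male averaged over stages, neighbouring stages within each sex, stage 5 against stage 1 within each sex, and the difference between the sexes in that last change, tested as an interaction. Overlap between neighbouring stages was tested with Fisher's exact test, two-sided, over the tested genes, and the 4 p-values were adjusted together. Library grouping was described by principal components of the log2 CPM (counts scaled to library size) of the 500 most variable tested genes and by Pearson correlation of log2 CPM across tested genes. Genes are not independent replicates, so these correlations carry no test.

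The list of MADS-box genes holds the 96 for which a gene identifier was at hand, and 95 of them matched the table. Genes of this list were counted as called in 25 pairwise contrasts, those for which the authors' table also has values. Classic MIKC, MIKC* and type I genes were each tested as a set for female against male at every stage with fry of limma 3.58.1, giving 15 tests adjusted together at a threshold of 0.01. fry asks whether the genes of a set changed. The sets were also tested with camera, which asks whether a set changed more than the other genes, under a preset correlation between genes.

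Genes named in the text follow a rule fixed before the data were examined. Part (a) takes the 20 MADS-box genes that the study's text names for floral organs, flower development or the ABCDE model of floral organ identity. Part (b) takes, at stage 3 and at stage 5, the 3 called genes with the largest fold change in each direction between the sexes. These needed a mean of at least 10 CPM in the higher group and no overlap between the replicates of the groups, which chance alone gives for 10% of genes with 3 against 3. Part (c) takes the 3 other MADS-box genes of the list with the largest change between the sexes at stage 5 among those called, and part (d) the reference gene LcActin. Any other gene named was chosen after its values were seen, and the text says so.

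The methods were tested on simulated data made for female against male at stage 3, with 200 genes changed 4-fold. The simulation gave every gene the same dispersion, slightly below the common value of the real data, so real genes with a wide spread are harder to call. Changed genes were drawn from the better expressed ones, and genes varied independently. False calls under a spread that differs between genes, and set tests on correlated genes, were therefore not tested. edgeR recovered 93% of the changed genes with 1 false call among 27568 genes. DESeq2 1.42.0 recovered 95% with 10 false calls. limma-trend on FPKM recovered 85.5% with 0 false calls among 23672 genes. fry and camera each found the 1 shifted set of 3 and no other, at an unadjusted p under 0.01.

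Alternatives chosen before the data were examined were the DESeq2 Wald test, RLE factors, no filter on low counts, a filter at 1 CPM in at least 3 libraries, the replicate number as an additive term, an FDR of 0.05, limma-trend on FPKM with a pseudocount of 1 or of 0.1, a fit of only the groups compared, camera for the sets, and leaving out each of the 30 libraries in turn. Library-size scaling without TMM factors and counts summed per locus were added after the data were seen. The alternatives for the gene sets other than camera, among them sets of only the genes with a count in each sex at the stage tested, for the overlaps and for the MADS-box genes called at each stage were also added then. Loci were read from gene identifiers: 5721 gene entries share a locus number with another entry, over 2344 loci, and 5160 of them were tested. Alternatives planned for a table without counts were not run, since the table gives counts.

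The sample labels were also exchanged for the genes called in each comparison, the overlaps, the gene sets and the MADS-box genes called between the sexes, except at stages 2 and 3, where there were none. The 3 against 3 contrasts give 10 splits each, and for the other results 40 splits were drawn with a fixed seed, the real one included. Labels were exchanged between the sexes within each stage for the average over stages, the gene sets and the overlaps, within stages 1 and 5 for the interaction, and over all 30 libraries and 10 groups for the MADS-box genes called in the 25 comparisons. After the data were seen, 3 lists of circadian clock genes were written from gene annotations, with peaks around dawn, during the day and in the evening, and tested with fry over stages 1 to 3. Tables were prepared with pandas 2.3.3 in Python 3.11.15 and figures drawn with matplotlib 3.10.9. The table annotates 128 genes with an SRF-type domain, and those outside the list were not analysed here as a family.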

Results

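Gene expression was measured in 30 libraries of whole litchi flowers, 3 replicates of female (F1 to F5) and of male flowers (M1 to M5) at each of 5 stages. Total counts per library lay between 27433038 and 43760285. Group means lay between 32493819 ± 4602220 (SD, n = 3) in M5 and 41180039 ± 2326520 (SD, n = 3) in F5. Genes with at least 10 counts numbered 23036 to 25476 per library, with a mean of 23238 in M5 and 25275 in F5. The 10 most abundant genes took 2.04% to 4.81% of the counts of a library, and 4.65% ± 0.21 (SD, n = 3) in M5. TMM factors were 0.77 to 0.81 in M5, 0.93 to 0.94 in M4, 1.09 in F4 and 1.05 to 1.16 in F5.

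How the libraries fall into groups was described first. Log2 CPM correlated across tested genes at a mean of 0.954 (0.922 to 0.961) within groups and 0.882 (0.753 to 0.951) between groups. The smallest values within a group belonged to F2, at 0.922 to 0.948. Between female and male libraries of the same stage the mean was 0.944 at stage 1, 0.943 at stage 2, 0.947 at stage 3, 0.898 at stage 4 and 0.86 at stage 5. The first principal component held 35.8% of the variance of the 500 most variable genes and the second 8.83%. On the first, F2 and M2 lay at -58.4 ± 1.6 and -59.7 ± 2.9 (SD, n = 3). F5 lay at 39.2 ± 4.2 and M5 at 80.7 ± 1.5 (SD, n = 3). F4 lay at 30.1 ± 2.9 and M4 at 61.6 ± 7.6, F1 at -29.5 ± 2.6 and M1 at -12.8 ± 5.7, and F3 at -30 ± 9.9 and M3 at -21.2 ± 0.4 (SD, n = 3). The distance between the sexes was larger than both SDs at stages 1, 4 and 5, and not at stages 2 and 3.

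**Figure D1:**
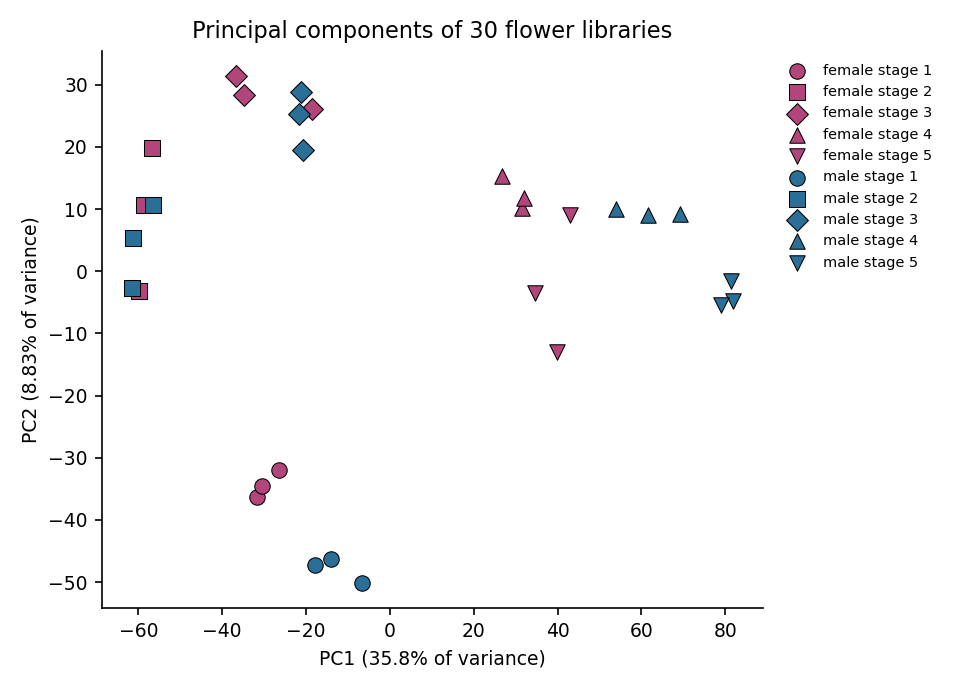
Each point is 1 of the 30 libraries, placed by its scores on principal components 1 (35.8% of variance) and 2 (8.83%) of the 500 most variable genes, with sex and stage marked. F5 (mean 39.2) and M5 (mean 80.7) lie farther apart on component 1 than F4 (30.1) and M4 (61.6), while F2 (-58.4) and M2 (-59.7) lie close together.

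Female flowers were compared with male flowers at each stage to find genes that differ with the sex of the flower. Of 27854 tested genes, 369 were called at stage 1, with 112 higher and 257 lower in female flowers. At stage 2, 149 were called (54 higher, 95 lower), and at stage 3, 212 (97 higher, 115 lower). The numbers rose to 4721 at stage 4 (2661 higher, 2060 lower) and 8122 at stage 5 (4891 higher, 3231 lower). Averaged over stages, 2707 genes were called, 1740 of them higher in female flowers. The alternative that moved these counts most was a fit of only the groups compared, which called 3 genes at stage 2. Without any 1 of the 6 libraries compared, the counts changed by more than 1.5 times at stages 1 to 3. The results without each of these libraries lay between 189 and 245 at stage 1, between 76 and 363 at stage 2 and between 114 and 139 at stage 3. At stage 2 the count rose without F2-1 (363) and F2-3 (344) and fell without F2-2 (84), M2-1 (89), M2-2 (76) and M2-3 (97).

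The split by direction rests on the scaling at stages 3 to 5. Library-size scaling without TMM factors moved the median log2 fold change of all genes by 0.22 at stage 4, 0.47 at stage 5 and 0.17 in the average over stages. With TMM factors this median was 0.03 at stage 5, so changes given here are relative to the middle of the tested genes. The share of called genes that were higher in female flowers was 45.8% at stage 3 with TMM factors and 57.96% with library-size scaling, so the larger side changed. At stage 4 these shares were 56.4% and 70.8%. The share was 60.2% at stage 5 with TMM factors and 81.3% with library-size scaling. In the authors' deposited table, 540 genes passed the same thresholds at stage 1, 156 at stage 2, 451 at stage 3, 4558 at stage 4 and 7374 at stage 5. Of these, 247, 82, 165, 4005 and 6777 in turn were called here in the same direction, and 0 in the opposite direction. At stage 3 the larger side in that table was higher in female flowers, with 271 higher and 180 lower.

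**Figure D2:**
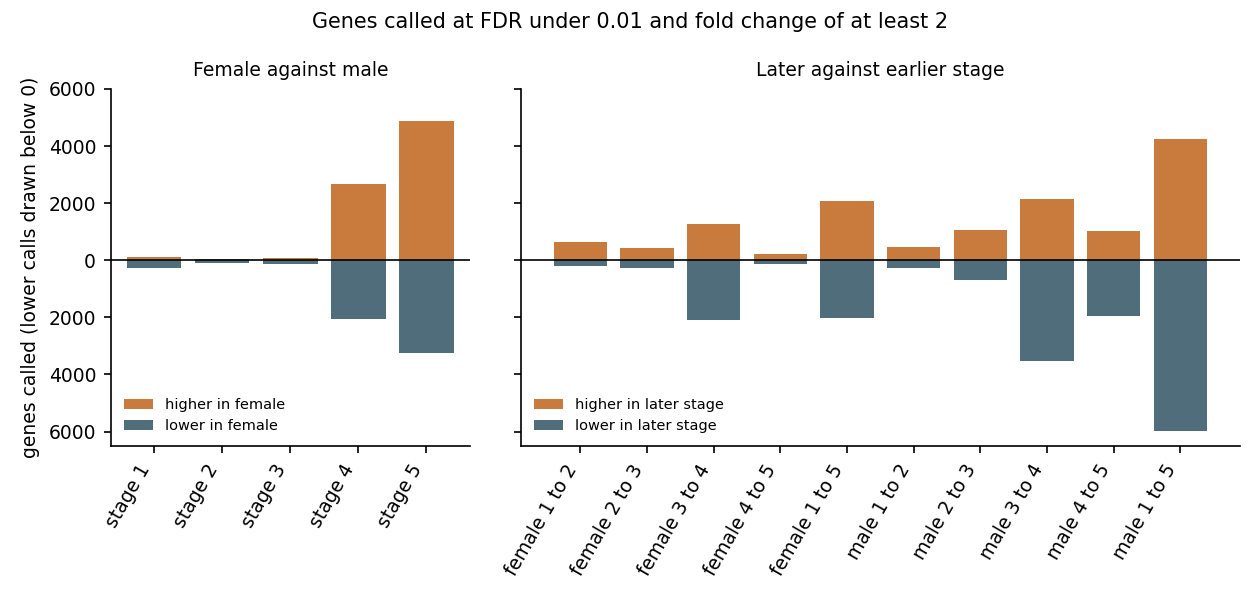
Bars give the number of genes called in each comparison (FDR under 0.01 and a fold change of at least 2), with genes higher in female flowers or at the later stage above 0 and lower ones below 0. Between the sexes, 8122 genes were called at stage 5 against 149 at stage 2.

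At stage 3, the called genes with the largest changes were 3 lower and 3 higher in female flowers. LITCHI026770.m2.gene, annotated as LHY, had a log2 fold change of -3.53 ± 0.30 (SE, edgeR FDR 3.74e-07), with 5.93 ± 0.563 FPKM in female and 65.6 ± 1.21 in male flowers (SD, n = 3). It is 1 of 2 entries of its locus, and the sum of both entries gave -3.54. LITCHI019895.m1.gene (LNK3) changed by -2.25 ± 0.22, from 19.97 ± 6.22 FPKM in male to 4.38 ± 0.20 in female flowers, and LITCHI001190.m1.gene (LNK1) by -2.22 ± 0.25. Higher in female flowers were LITCHI026523.m1.gene (zinc finger protein 6), at 2.2 ± 0.30 with 39.2 ± 5.27 FPKM against 8.15 ± 0.698, LITCHI028166.m1.gene (cytosolic sulfotransferase 15), at 2.64 ± 0.52, and LITCHI020116.m1.gene (an AT-hook motif protein), at 2.31 ± 0.45. The last 2 had an FDR of 0.00341 and lost their calls without single libraries. For LITCHI028166.m1.gene the FDR rose to 0.0124 without F3-1, 0.0161 without F3-3, 0.0236 without M3-1, 0.0137 without M3-2 and 0.0251 without M3-3. For LITCHI020116.m1.gene it rose to 0.023 without F3-2, 0.0215 without M3-1, 0.0147 without M3-2 and 0.0251 without M3-3.

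At stage 5, 5 of the 6 genes with the largest changes had 0 counts in every library of a sex. LITCHI027449.m1.gene (NUCLEAR FUSION DEFECTIVE 4) had 0 counts in female flowers and 34.2 ± 0.612 FPKM (SD, n = 3) in male flowers, at least 3704-fold lower in female flowers against the limit of 3 counts over the group. LITCHI027072.m5.gene (EXO70A1), 1 of 2 entries of its locus, was at least 1197-fold lower, while the sum over the locus gave a log2 fold change of -1.11. LITCHI006663.m1.gene (YUCCA2) had 0.0253 ± 0.0301 FPKM in female and 12.9 ± 0.436 in male flowers (SD, n = 3), a log2 fold change of -9.28 ± 0.80 (SE). LITCHI028690.m1.gene (cytochrome P450 78A5) had 22.6 ± 10.6 FPKM (SD, n = 3) in female flowers and 0 counts in male flowers, at least 1216-fold higher. LITCHI004343.m1.gene (vicianin hydrolase), 1 of 3 entries, was at least 637.3-fold higher. LITCHI022939.m1.gene (cucumisin), 1 of 2 entries, was at least 878.1-fold higher, but the sum over its locus gave -0.20, in the opposite direction.

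Neighbouring stages were compared to see whether the same genes differ between the sexes as flowers develop. Stages 1 and 2 shared 85 called genes against 1.97 expected by chance, 84 of them in the same direction (odds ratio 128, two-sided Fisher's exact test over genes, adjusted p 8.28e-122). Stages 2 and 3 shared 46 against 1.13 expected, all 46 in the same direction (odds ratio 74.0, Fisher's exact test, adjusted p 9.53e-62). Stages 3 and 4 shared 129 against 35.9 expected, 116 in the same direction (odds ratio 7.80, Fisher's exact test, adjusted p 6.7e-47). Stages 4 and 5 shared 3795 against 1377 expected, 3775 in the same direction (odds ratio 17.8). Fisher's exact test takes genes as independent and equally likely to be called. Genes are not independent replicates, and all comparisons came from 1 fit with a shared estimate of spread. The p-values and the distance from the expected counts may therefore overstate the evidence. The shared counts in the same direction changed by more than 1.5 times without single libraries. For stages 1 and 2 they were 50 without F1-2, 51 without F1-3, 51 without F2-2, 138 without F2-3, 54 without M1-1, 55 without M1-2, 52 without M2-1 and 48 without M2-2. For stages 2 and 3 they were 95 without F2-1, 29 without F3-2, 30 without M2-2 and 30 without M3-2. For stages 3 and 4 they were 61 without F3-2, 77 without F3-3, 73 without M3-2 and 73 without M3-3. In all, 9219 genes were called at some stage, and 21 at all 5 stages, with 18 lower and 3 higher in female flowers. The 3 higher ones, named after their values were seen, were LITCHI026392.m1.gene, LITCHI027338.m1.gene and LITCHI004156.m1.gene.

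Stages were compared within each sex to follow flower development. In female flowers, 837 genes were called between stages 1 and 2 (649 higher at stage 2), 699 between stages 2 and 3 (427 higher), 3362 between stages 3 and 4 (1271 higher) and 339 between stages 4 and 5 (209 higher). In male flowers the counts were 741 (472 higher), 1736 (1048 higher), 5672 (2154 higher) and 2960 (1011 higher). The share higher at male stage 5 against stage 4 was 34.2%, and 17.5% with library-size scaling. From stage 1 to stage 5, 4109 genes were called in female flowers, 2072 of them higher at stage 5, and 10243 in male flowers, 4264 of them higher. The differences between the sexes in the single steps were not tested. The count moved most by an alternative was that between female stages 4 and 5, at 17 with only these groups in the fit. It was 209 without F4-1 and 174 without F4-2. Between female stages 2 and 3 it was 1275 without F2-3. Library-size scaling moved the median by -0.11 between male stages 3 and 4, -0.24 between male stages 4 and 5 and -0.34 from male stage 1 to stage 5. In the authors' deposited table, the thresholds were passed by 3826 genes from female stage 1 to stage 5, 3405 of them called here in the same direction, and by 9124 in male flowers, 8630 of them called here in the same direction.

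Whether the change from stage 1 to stage 5 differs between the sexes was tested as an interaction. It was called for 6284 genes, 4099 with a more positive log2 change in female flowers and 2185 with a more positive one in male flowers. Other settings gave 5657 to 7660 genes. Library-size scaling moved its median by 0.41.

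The study centred on MADS-box genes, a family of transcription factors of which some members set floral organ identity. Of 95 listed genes, 18 had no count in any library, 33 reached a mean of 1 FPKM in some group and 43 were tested, 9 of type I, 6 of MIKC* and 28 of classic MIKC type. In at least 1 of the 25 pairwise comparisons 34 were called, and also 34 when adjusted over the list alone, which is not independent evidence since the study names some of these genes from these libraries. The stricter filter lowered the 34 to 28, the lowest of the alternatives. Comparisons between the sexes called 21, those between female stages 25 and those between male stages 27. The authors' deposited table called 28.

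Between the sexes, 15 MADS-box genes were called at stage 4 (6 higher, 9 lower in female flowers) and 17 at stage 5 (5 higher, 12 lower). This split depends on the scaling, since with library-size scaling 56.2% of the 16 genes called at stage 5 were higher in female flowers, against 29.4% of the 17. At stage 1, 2 were called, named here after their values were seen. LcMADS38 had 1.43 ± 0.368 FPKM in F1 and 0.166 ± 0.0286 in M1 (SD, n = 3), a log2 fold change of 3.00 ± 0.47 (SE, edgeR FDR 0.000372). LcMADS46 had 0 counts in F1 and 60 counts over M1. Without any 1 of the 6 stage 1 libraries 1 MADS-box gene was called, and limma-trend with a pseudocount of 1 also called 1. edgeR called 0 at stage 2 and 0 at stage 3, where 10 and 10 of the 43 had an unadjusted p under 0.05. The lack of a call does not show equal levels, as 2 genes named after their values were seen show. LcMADS43, 1 of 2 entries of its locus, had 0.0519 ± 0.0117 FPKM in F2 and 5.64 ± 1.17 in M2 (SD, n = 3). LcMADS27 had 0.509 ± 0.225 in F3 and 2.68 ± 0.651 in M3 (SD, n = 3). The authors' deposited table called 1 MADS-box gene at each of stages 1, 2 and 3. DESeq2 called 1 at stage 2 and 0 at stage 3, and limma-trend called 1 at each with either pseudocount. Without M1-1 edgeR called 1 at stage 2.

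LcMADS51, annotated as AGL11, had the largest fold change of the called MADS-box genes higher in female flowers at stage 5. Its level was 13.0 ± 0.498 FPKM in female and 0.389 ± 0.191 in male flowers (SD, n = 3), a log2 fold change of 4.56 ± 0.32 (SE, edgeR FDR 3.57e-11). From stage 1 to stage 5 it rose from 1.31 to 13.0 FPKM in female flowers (log2 fold change 3.22 ± 0.29, SE), while in male flowers it went from 1.05 to 0.389 FPKM (-1.09 ± 0.29, SE). LcMADS45, annotated as DEFICIENS, had 27.8 ± 1.82 FPKM in female and 1.2 ± 0.287 in male flowers (SD, n = 3), a log2 fold change of 4.04 ± 0.23 (SE, edgeR FDR 1.17e-12). Its male level had been 42.3 FPKM at stage 1. LcMADS72 changed by 1.98 ± 0.07, LcMADS11 by 1.5 ± 0.14 and LcMADS96 by 3.41 ± 0.61 (SE). LcMADS96 was weakly expressed, at 1.67 ± 0.219 FPKM in female and 0.111 ± 0.0969 in male flowers (SD, n = 3).

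**Figure D3:**
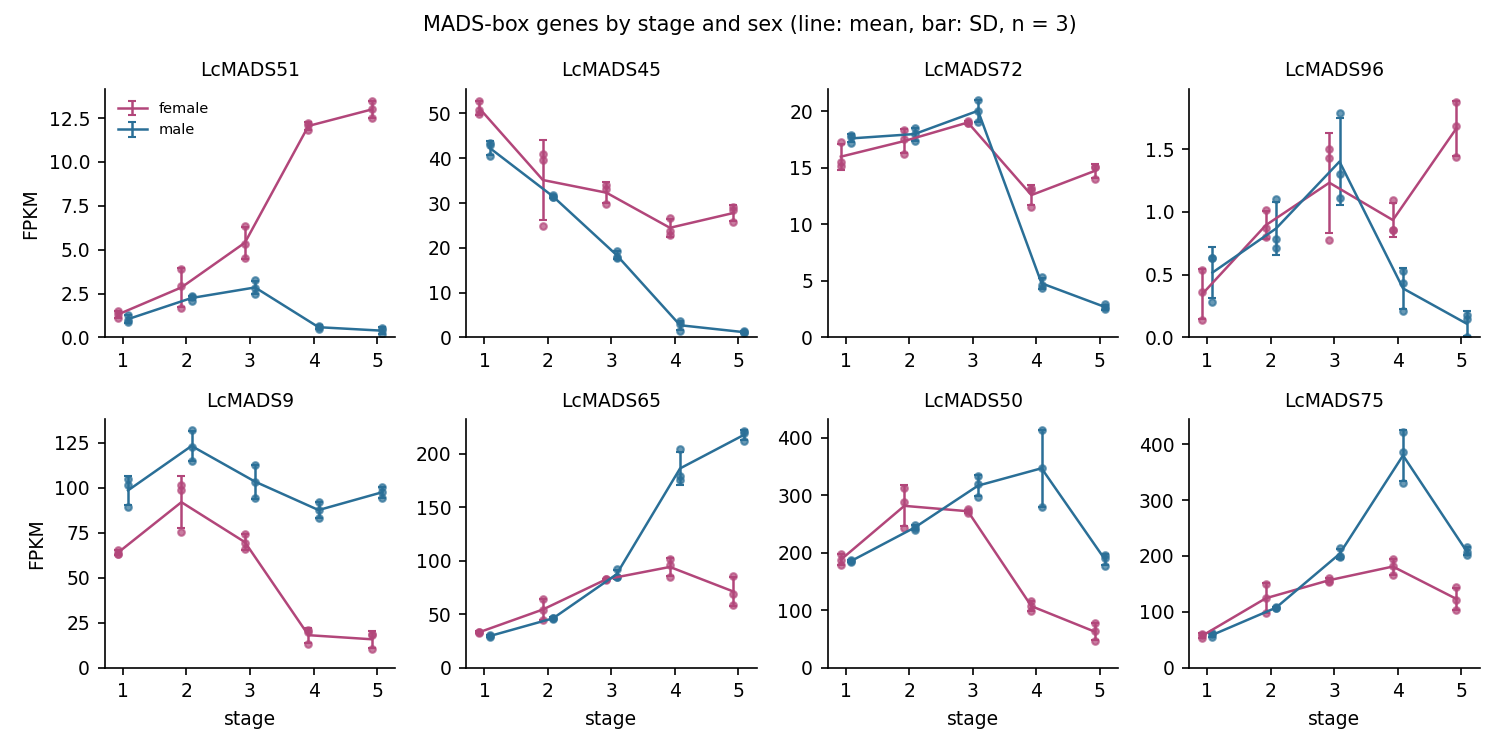
Points give the FPKM of each library by stage for 8 MADS-box genes, in female and male flowers, with the mean and SD of 3 replicates. LcMADS51 reaches 13.0 FPKM in F5 against 0.389 in M5, and LcMADS9 97.4 FPKM in M5 against 15.8 in F5.

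Lower in female flowers at stage 5 were LcMADS9 (AGL6), LcMADS47, LcMADS46, LcMADS65 (AGAMOUS) and LcMADS50 (PMADS 2), among others. LcMADS9 had 15.8 ± 4.55 FPKM in female and 97.4 ± 3.14 in male flowers (SD, n = 3), a log2 fold change of -3.08 ± 0.19 (SE). LcMADS65 had 71.2 ± 13.8 FPKM against 217 ± 4.96 (SD, n = 3), a log2 fold change of -2.07 ± 0.13 (SE), and LcMADS50 changed by -2.04 ± 0.15 (SE). LcMADS47 and LcMADS46 changed by -3.41 ± 0.43 and -3.21 ± 0.82 (SE), and LcMADS46 lost its call without F5-2 (FDR 0.0154). LcMADS32 had 0 counts in female and 60 counts over the male libraries, at least 35.3-fold lower in female flowers, and DESeq2 did not call it (FDR 0.0693). LcMADS10, LcMADS42, LcMADS75, LcMADS93, LcMADS95 and LcMADS100 lay between -1.48 and -1.08, and LcMADS10 and LcMADS100 are each 1 of 2 entries of their locus. With library-size scaling all of these 6 but LcMADS93 fell under the fold threshold, and with limma-trend all 6 did. Calls were also lost without F5-3 for LcMADS42 (-0.94) and LcMADS95 (-0.94), and without F5-2 (-1 after rounding, just under the threshold) or M5-2 (-0.92) for LcMADS100.

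Of the genes named for the study, 6 were not called at stage 5. LcMADS12 (-0.41), LcMADS73 (-0.04) and LcMADS91 (-0.45) turned positive with limma-trend and with library-size scaling, at 0.07, 0.43 and 0.02 with the latter. LcMADS73 was also positive without F5-3 (0.05) and without M5-2 (0.02). LcMADS94 (0.77) was called with library-size scaling (1.25) and with limma-trend at a pseudocount of 1 (1.08) or 0.1 (1.23), LcMADS85 (-0.80) without F5-1 (-1.10), and LcMADS67 (-1.04, FDR 0.0112) under 5 other settings. LcMADS67 was also called without F2-1 (FDR 0.00221), F2-3 (0.00389), M3-1 (0.00513), M3-3 (0.00946), M4-1 (0.00942), M4-3 (0.00952) or M5-1 (0.00736). The reference gene LcActin changed by -0.49 ± 0.07 (SE, edgeR FDR 8.03e-07), under the fold threshold, from 274 ± 17.6 FPKM in male to 271 ± 22.2 in female flowers (SD, n = 3). With library-size scaling and on the FPKM scale its log2 fold change was -0.02.

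**Figure D4:**
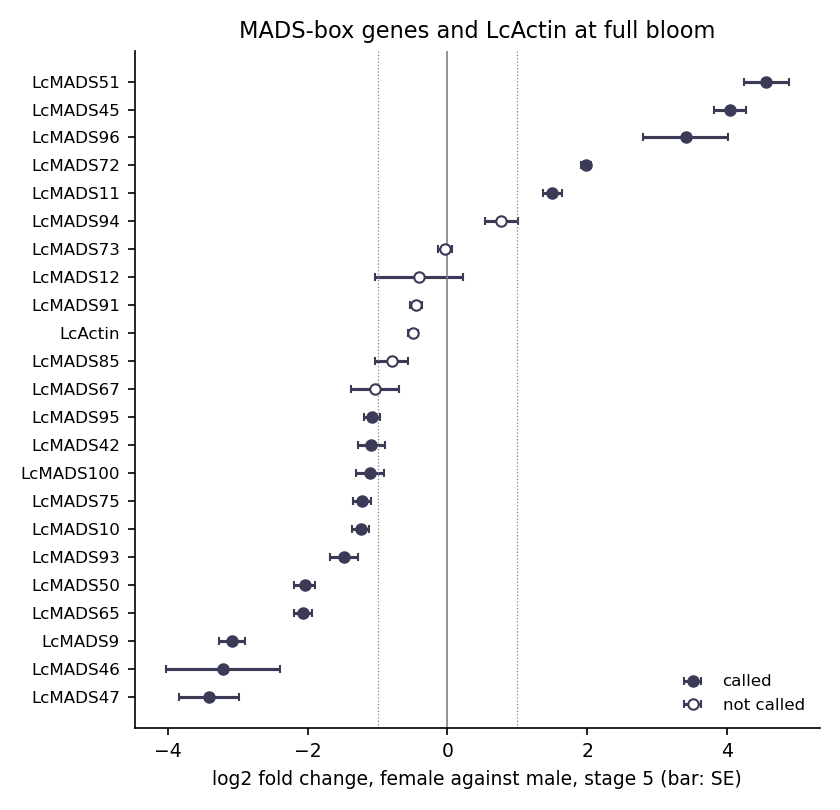
Points give the log2 fold change of MADS-box genes and LcActin between female and male flowers at stage 5 with its SE, filled where called (LcMADS32, at 0 counts in female flowers, is not drawn). LcMADS51 lies at 4.56 and LcMADS9 at -3.08 with TMM factors, while LcMADS12, LcMADS73 and LcMADS91 change sign with library-size scaling.

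As sets, MIKC* genes were lower in female flowers at stage 4 (mean log2 fold change -1.44, 1 of 6 genes higher, fry adjusted p 1.44e-05) and stage 5 (mean -1.66, 1 of 6 higher, fry adjusted p 1.96e-06). Over the alternatives these p-values ranged up to 0.387 at both stages, the value from camera. Type I genes were lower at stage 5 (mean -0.48, 4 of 9 higher, fry adjusted p 0.00157), with a range up to 0.896. That set holds LcMADS32, with 0 counts in female flowers, so its mean depends on the prior count given to that gene and is no measured bound. With only the 7 genes that had counts in both sexes the set was not called (mean -0.0689, fry adjusted p 0.734), and under the stricter filter, which leaves LcMADS32 out, it was at 0.896. The call was lost with library-size scaling (0.209), and without F4-2 (0.013), F5-3 (0.0105), M5-2 (0.0576) or M5-3 (0.0203). Classic MIKC genes were not called at stage 5 (0.231) but were, in the upward direction, with library-size scaling (0.0054), and, without F5-1, downward (0.0042). In all, fry called 3 of the 15 tests. camera called 0, with 1 at an unadjusted p under 0.05, so none of the fry calls held under camera. It compares a set with the other genes, many of which also changed at stages 4 and 5. It therefore does not test whether a set changed at all. The mean and the median differed in sign for type I at stage 1 (0.213 and -0.271), type I at stage 2 (-0.0859 and 0.295) and classic MIKC genes at stage 2 (-0.280 and 0.0648). For type I at stage 4 the mean was -0.0212 and the median -0.418, while fry gave the direction up. None of these 4 was called.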

Values the study reported

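The study reported 101 MADS-box genes in litchi, 50 of type I and 51 of type II. Of the type II genes, it placed 37 in the MIKCC group and 14 in the MIKC* group.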

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

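The tests of explanations in this part, the exchange of sample labels included, were chosen after the results were seen, while the interaction itself was planned before the data were examined.

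The change from stage 1 to stage 5 differed between female and male flowers for 6284 genes by the interaction test, and for 13 of the MADS-box genes named in the report. A difference of effects between groups drew attention to them. The log2 change was more positive in female flowers by 4.31 for LcMADS51, 4.03 for LcMADS96, 3.83 for LcMADS45, 2.18 for LcMADS72, 1.75 for LcMADS11 and 1.22 for LcMADS94. The difference was -2.39 for LcMADS9, -2.18 for LcMADS65, -2 for LcMADS50, -1.79 for LcMADS93, -1.4 for LcMADS42, -1.27 for LcMADS85 and -1.13 for LcMADS75, where the more positive log2 change was in male flowers.

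Scaling between libraries of different make-up was weighed first, since M5 libraries had the lowest TMM factors. With library-size scaling the median interaction of all genes moved by 0.41, yet 11 of the 13 genes were still called in the same direction. For these 11 the tables argue against scaling as the whole cause. The other 2, LcMADS75 (-0.72) and LcMADS85 (-0.87), were no longer called, so for them scaling and a difference between the sexes cannot be told apart, because no measure in the table fixes which scaling is right. A few genes taking most of the counts is also argued against, because the 10 most abundant genes took at most 4.81% of a library. Reads split between entries of a locus do not enter, since 13 of the 13 genes are the sole entry at theirs, while reads shared with paralogs elsewhere were not tested.

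Single libraries decided some of these calls. LcMADS75 lost its call without F5-3 (-0.98). LcMADS85 lost it without F5-2 (FDR 0.0132), F5-3 (0.0125), M1-1 (0.0116) or M5-3 (0.0115). LcMADS94 lost it without F1-1 (FDR 0.0109), F1-2 (0.0101), F1-3 (0.0118), F5-3 (0.0109), M1-2 (0.0116), M5-2 (0.0139) or M5-3 (0.0106). The other 10 genes were called whichever library was left out. LcMADS42 also lost its call under limma-trend with a pseudocount of 1 (-0.91), and LcMADS75 and LcMADS85 under limma-trend with either pseudocount.

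For the count of 6284 genes, 4 of 40 splits of the libraries within stages 1 and 5 gave as many, the real one included, and the highest other split gave 7040. For the 13 MADS-box genes 3 of 40 gave as many, with 16 as the highest other count. These shares cannot decide about chance, since a draw that keeps the real stage 5 division keeps the real difference there. For all genes, all 4 kept that division, as did 5 of the 40 draws. Splits that broke it gave at most 14 genes against 6284. This argues against a chance division of the stage 5 libraries for that count, although only 10 divisions are possible. The count of all genes thus follows the labels at stage 5, where 8122 genes differed between the sexes. It hardly follows those at stage 1, where 369 did. For the 13 MADS-box genes the splits were not separated in this way, so chance cannot be excluded. Depth differed between F5 and M5, and its effect apart from scaling was not tested. The labels give no sequencing batch, and GC content and gene length were not tested. Sex of the flower, which includes a different make-up of organs in a whole flower, may be behind these differences and stays open as an untested biological explanation beside the 11 genes that passed under both scalings.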

How the results depend on the processing

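Library-size scaling, sums per locus, and the alternatives for overlaps, for MADS-box genes per stage and for gene sets other than camera were chosen after the results were seen, and the rest were planned.

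Under the other settings, 479 of 523 values of named genes kept their direction and their side of the threshold, 25 lost a call, 8 gained one and 11 changed sign. Of 300 counts, 269 stayed within 1.5 times, and of 105 set tests 91 kept direction and side. Leaving out 1 library kept 1434 of 1470 gene values, 796 of 840 counts and 386 of 450 set tests. RLE factors, no filter, the stricter filter, library-size scaling and sums per locus left each of 28 counts within 1.5 times. LcMADS32 had no value under the stricter filter and limma-trend.

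DESeq2 called 797, 433 and 599 genes between the sexes at stages 1, 2 and 3, 1230 between female stages 2 and 3, 731 between female stages 4 and 5, and 1 MADS-box gene at stage 2. Genes shared in direction by neighbouring stages were 177, 120 and 302 up to stage 4. An FDR of 0.05 gave 741, 349, 488, 1139, 638 and 1 in the same order, and 148, 102 and 262 shared genes, since it is the looser threshold. The causes were not tested for DESeq2. A fit of only the groups compared, with fewer libraries to estimate spread, called 3 genes between the sexes at stage 2, 200, 54 and 17 for female stages 2 against 1, 3 against 2 and 5 against 4, and 1 MADS-box gene at stage 2. LcMADS73 moved to 0.03.

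limma-trend with a pseudocount of 1 called 852 genes for the sexes averaged, 1872 between male stages 4 and 5, and 1, 1, 1 and 11 MADS-box genes at stages 1, 2, 3 and 5, and the cause was not tested. LcMADS12, LcMADS73 and LcMADS91 turned to 0.04, 0.42 and 0.01. With 0.1 it called 1 MADS-box gene at stage 2 and 1 at stage 3, and the same genes turned to 0.05, 0.43 and 0.01. Library-size scaling turned them to 0.07, 0.43 and 0.02. FPKM carries no TMM factor, and both scales turned these genes the same way. Summed over its locus, LITCHI022939.m1.gene turned to -0.2, since another entry there holds reads.

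For the sets, camera gave adjusted p of 0.387 for MIKC* at stage 4, 0.387 at stage 5 and 0.774 for type I at stage 5, where fry called all 3. camera compares a set with the other genes under a preset correlation, so it asks another question than fry. RLE factors brought classic MIKC at stage 4 to 0.00994, and the stricter filter to 0.00687, over a range of 0.00687 to 0.882. Library-size scaling turned classic MIKC at stage 5 upward (0.0054, range 0.0054 to 0.505) and type I lost its call (0.209, range 0.000663 to 0.896). Under the stricter filter type I at stage 5 was at 0.896, and classic MIKC at stage 2 (0.777) and type I at stage 3 (0.777) changed direction without being called. With only the genes that had counts in both sexes at a stage, type I at stage 5 lost its call (0.734), while MIKC* at stage 2 (0.9996, range 0.754 to 0.9996), type I at stage 3 (0.734, range 0.439 to 0.999) and type I at stage 4 (0.657, range 0.514 to 0.999) changed direction without being called. The type I call thus depends on genes at 0 in a sex. The other causes were not tested.

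Leaving out 1 library gave 189 to 468 genes between the sexes at stage 1, 76 to 363 at stage 2 and 114 to 314 at stage 3. The count fell by more than 1.5 times without F1-1 205, F1-2 189, F1-3 189, M1-1 240, M1-2 245, M1-3 195, F2-2 84, M2-1 89, M2-2 76, M2-3 97, F3-1 139, F3-2 114, F3-3 138, M3-1 135, M3-2 135 and M3-3 131, and rose by as much without F2-1 363 and F2-3 344. Female stages 3 against 2 gave 473 to 1275 (F2-3) and stages 5 against 4 gave 174 (F4-2) to 445, with 209 without F4-1. Genes shared in direction ranged from 48 to 138 for stages 1 and 2, 29 to 95 for 2 and 3, and 61 to 162 for 3 and 4. MADS-box genes ranged from 1 to 2 at stage 1, with 1 without any stage 1 library, and from 0 to 1 (M1-1) at stage 2. LcMADS73 ranged from -0.13 to 0.05, above 0 without F5-3 (0.05) and M5-2 (0.02).

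Adjusted p of the sets without 1 library ranged from 0.426 to 0.974 for classic MIKC at stage 2, where F2-1 changed the direction (0.669), and from 0.389 to 0.888 for type I at stage 2. They ranged from 0.000263 (F5-3) to 0.105 for classic MIKC at stage 4, with 0.0042 without F5-1, and from 0.389 to 0.932 for type I at stage 4. The ranges were 0.0042 (F5-1) to 0.447 for classic MIKC and 8.5e-05 to 0.0576 for type I at stage 5, where the call was lost without F4-2 (0.013), F5-3 (0.0105), M5-2 (0.0576) and M5-3 (0.0203). Of 57 changes of direction in these tests, nearly all were in type I at stages 2 and 4, which were not called. Their causes were not tested.

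The groups share replicate numbers, so the fit was repeated with a replicate block, which called 8001 genes between the sexes at stage 5 against 8122. All 28 counts stayed within 1.5 times and 49 of 49 gene values kept direction and side. The numbers do not pair the samples: over 45 pairs of groups the residuals of libraries with the same number correlated at a mean of -1e-04 (-0.052 to 0.041), those with different numbers at 1e-04, and 0 pairs were above 0.1.

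The split by direction depends on scaling. With library-size scaling the share of called genes higher in female flowers went from 45.8% to 57.96% at stage 3, 64.3% to 77.2% averaged over stages, 56.4% to 70.8% at stage 4, 60.2% to 81.3% at stage 5 and 65.2% to 84.6% for the interaction, and the share higher in male stage 5 against stage 1 from 41.6% to 29.3% and against stage 4 from 34.2% to 17.5%. Depth limits weakly expressed genes, and 43 of the 95 listed MADS-box genes had enough counts to be tested.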

Other observations

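The tests in this part were all chosen after the results they examine were seen, except that the comparisons whose labels were exchanged had been planned.

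LHY, LNK1 and LNK3, genes of the circadian clock, were lower in female than in male flowers. LHY (LITCHI026770.m2.gene) had log2 fold changes of -3.49, -3.43, -3.53, -2.48 and -4.08 at stages 1 to 5. LNK3 (LITCHI019895.m1.gene) had -4.19, -3.57, -2.25, -2.35 and -2.9. LNK1 (LITCHI001190.m1.gene) had -2.29, -2.43, -2.22, -0.84 and -1.61, and was not called at stage 4. Reads split between entries of the LHY locus are argued against, since the summed locus gave -3.54 at stage 3.

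A candidate explanation is that female flowers were collected later than male flowers, which would raise genes that peak in the evening. The study's methods place all collection within the same few hours of the morning, so such a difference would be limited to that window. The evening list had 3 gene entries higher and 4 lower in female flowers over stages 1 to 3. Its median was -0.05 and its mean 0.01, and fry gave the direction up (p 0.172). Of these, 2 entries of 1 locus, annotated EARLY FLOWERING 3, lay on opposite sides (0.32 and -0.29), and whether reads were split between them was not tested. Only APRR1 (0.28, edgeR FDR 0.000932) and LITCHI017244.m1.gene (0.27, edgeR FDR 3.9e-05), named after their values were seen, had an FDR under 0.01. Both were higher in female flowers and under the fold threshold. Small changes on both sides, in genes that peak outside the morning, decide nothing. The time of collection within that window and the sex of the flower can therefore not be told apart by this list. The dawn list had 6 of 6 entries lower (median -2.83, fry p 1.8e-15), but it holds LNK1, LNK3 and both LHY entries themselves. The day list had 4 of 6 entries lower (median -0.64, fry p 6.74e-08), with 2 entries of 1 PRR37 locus at 0.4 and -0.68. Later collection within the morning would raise genes that peak during the day, so the direction of this list runs against it. It does not decide, because 2 of the 6 entries were higher and the times of peak were taken from annotations, not measured here. The time of each library within the morning is not given in the sources used here, and a biological difference between the sexes stays open and untested.

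Some genes nearly missing at stage 2 and present in M4 were seen at stage 1. At most 3 counts in each stage 2 library and at least 30 CPM in M4 were found for 23 genes, whatever their stage 1 level, and 18 of them had at least 1 CPM in M1 and 11 in F1. Annotations among them include pectinesterases and a major pollen allergen. The median level of the 23 in M1 was 6.93% of that in M4, and by library 4.87% in M1-1, 3.65% in M1-2 and 11% in M1-3. RNA of whole stage 4 male flowers carried into the M1 libraries is argued against as the whole cause. For the 5 genes without 1 CPM in M1, which stage 4 male flowers would also bring, the M1 level was below 1 part in 4 of what the median share needs, with at most 54 counts where at least 362.9 were needed. RNA from pollen or from another source could still be involved and was not tested. Of the 4 genes with at most 3 counts in each stage 1 library and at least 30 CPM in M4, 0 reached 1 CPM in M2. Expression of these genes in stage 1 flowers also stays open, as an untested biological explanation.

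A further 513 genes had 0 counts in some libraries and at least 30 counts in every other library. In 500 of them libraries of the same group fell on both sides, and 92 were at 0 in a single library. Reads split between gene entries of the same locus are consistent with this pattern. Of the 513, 83.04% share a locus number with another entry, against 14.7% of the 16663 genes with at least 30 counts in every library (odds ratio 28.3, Fisher's exact test p 6.26e-249). For 290 of the 426 genes with other entries, those entries were higher in the libraries where the gene was at 0 (exact binomial p 6.63e-14). The summed locus stayed within 2-fold in 331 of the 426, with a median log2 ratio of -0.26, which is a fall. This does not decide whether reads moved, since the sum can stay within 2-fold wherever other entries hold most of the locus. Those of the 513 that are the sole entry of their locus are not covered. Reads split between entries may also limit LITCHI022939.m1.gene and LITCHI027072.m5.gene of the report, whose differences at the level of the locus were -0.2 and -1.11. LITCHI027072.m5.gene does not have the pattern of the 513. Its mean was low but above 0 in F3, at 0.0165 FPKM, against 7.60 FPKM and 2034 counts in M5. No biological explanation was tested.

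Exchanging labels left the real split alone at its size in the other comparisons. In each comparison of 3 libraries against 3, 1 of the 10 splits gave as many called genes, the real one itself. These were female against male at each of the 5 stages, the 4 neighbouring steps and stage 5 against stage 1 in female flowers, and the same in male flowers. The other splits gave at most 31 genes, between male stages 4 and 5. With 10 splits the share is never under 0.1, so chance cannot be excluded by this count. The MADS-box genes called at stages 1, 4 and 5 gave the same share, with 0 as the highest other count. For the sexes averaged over stages 1 of 40 splits gave as many, with 272 genes as the highest other count. For the genes shared in direction by neighbouring stages 1 of 40 gave as many at each of the 4 steps (highest other 0, 0, 0 and 1). Other splits called at most 1 gene between the sexes at any stage, so hardly any could be shared. The overlap itself was therefore not tested by this exchange. For the gene sets called by fry 1 of 40 gave as many (highest other 2). For MADS-box genes called in the 25 comparisons, with labels exchanged over all 30 libraries, 1 of 40 gave as many (highest other 4), which tests the 10 groups together and no single comparison. For these results over 40 splits, the overlaps apart, chance can be excluded at a share of 0.05, for the last as a grouping of all libraries.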
